A study of Danio rerio with 5 samples.

How the data were processed

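Whole kidneys of zebrafish (Danio rerio) were sequenced as 5 bulk RNA libraries, 3 of wild type and 2 of runx1 null siblings. Per the labels' protocols, each library was made from total RNA of 3 pooled kidneys of fish about 2.5 months old, with a paired-end TruSeq RNA v2 kit. The authors deposited 1 table per library of whole-number read counts per Ensembl gene, not normalized. Per the file rows, each table holds 32520 gene IDs and closes with 5 counts of reads given to no gene, named as the counting program htseq-count names them. The labels do not state the aligner, the genome build, the annotation release or the strand setting. Reads with more than 1 alignment are listed apart, between 8.58% and 10.3% of all reads per library, so genes with near-identical copies can be undercounted. Reads that overlap more than 1 gene were between 4.40% and 5.24%, and because the strand setting is not stated, counts of antisense and overlapping genes are uncertain.

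Groups were taken from the titles and genotype labels. Gene names came from a table of gene IDs and symbols, in which 29201 of the 32520 IDs have a symbol and 6314 IDs share theirs with another ID. Many symbols are written as for human genes, and are printed as the table gives them. Of 169 marker names, 139 matched exactly 1 ID and were used, 21 were shared by several IDs and 9 had no match. GATA2 is the ID that the table names so, next to gata2b. Gene coordinates and chromosomes were not used here, because the build of the counts is not stated.

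Counts assigned to genes were between 27631376 and 33752278 per library. Shares of reads were given with 95% Wilson intervals, and the smallest level shown is that of 3 counts. Reads are not independent molecules here, so both cover counting error only. CPM values were computed from the deposited counts with effective library sizes, as were log2 CPM values with a prior count of 2.

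Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 20386. Libraries were scaled with TMM factors, which ranged from 0.920 to 1.09. The genotypes were compared with edgeR 4.0.16 by the quasi-likelihood test with robust empirical Bayes, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The labels name no test. Marker sets with at least 3 tested genes were compared with camera in limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, and adjusted over the 18 sets tested. The marker lists, which cover blood lineages, nephron, proliferation, interferon response and tissues next to the kidney, the tests, the groups and the alternatives other than those named below as later additions were written before the data were examined.

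Genes named in the text follow a rule of the same date. It takes runx1 and its family with GATA2, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 50 counts and no overlap between the groups, and at most 3 genes with the smallest p-values of each marker set past its threshold. No gene met the second part. A nephron set member that met the rule is not reported here. Other genes were named after their values were seen: ENSDARG00000103750, THBS1 of the shared marker names, and the tissue markers zp3, vtg1, STAR and CDH17 of the marker lists.

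The gene test and the set test were tested on simulated data for 20386 genes, drawn from the means and library sizes of these libraries. With the dispersions of these libraries, 0 of 200 genes changed 8-fold were called, along with 1 unchanged gene, and the median log2 estimate was 2.92 for a true 3. With a dispersion of 0.04, 200 of 200 were called, with 8 unchanged genes. In both cases the changed set passed and 0 of 17 unchanged sets did. Each gene was drawn independently and the unchanged sets were random genes, so the simulated sets held no correlation between genes. The set result therefore does not show how camera behaves for marker genes that vary together.

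Alternatives, whose effect is given in the closing section, were DESeq2 size factors, upper quartile scaling, scaling to nephron marker genes, the DESeq2 1.42.0 Wald test, empirical Bayes without the robust option, no filter on low counts, at least 10 counts in every library, removal of the 20 genes with the most counts, leaving out each library, an adjusted p-value of 0.01, a test against a fold change of 1.5, limma's fry, and camera with an estimated correlation. Scaling to erythroid marker genes, the ovary marker score as a covariate, limma voom with sample weights, and the use of every gene ID that shares a marker name were chosen after seeing the data. All 10 splits of the 5 libraries into 3 and 2 were refitted. R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used, and the plot of genes adds 0.1 CPM before taking log2.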

Results

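Gene expression was measured by bulk RNA sequencing of whole kidneys from adult zebrafish of 2 genotypes. The wild-type group held 3 libraries, numbered 1, 2 and 3 in the labels. The runx1 null group held 2 libraries, numbered 5 and 6, from siblings homozygous for a deletion of 8 bp in runx1. Each library was made from a pool of 3 kidneys of fish aged about 2.5 months. In zebrafish the kidney marrow is the site of blood formation in the adult, so a kidney library holds RNA of blood cells and of the tubules and glomeruli of the nephrons. runx1 encodes a transcription factor required for the formation of blood stem cells, and gata2a and gata2b are the 2 zebrafish copies of the gene for the transcription factor GATA2. The title of the series names both factors as independent drivers of blood development, and the comparison asks which genes differ in the kidney of fish that reach adulthood without functional runx1.

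Each file held read counts for 32520 Ensembl gene IDs. Counts assigned to genes numbered 31369758, 30174956 and 27631376 in wild type 1, 2 and 3, and 30354646 and 33752278 in runx1 null 5 and 6. The smallest level that 3 counts can show was between 0.0876 and 0.113 CPM (counts per 1e6 of the effective library size). The share of all reads assigned to a gene was 64.2%, 65.5% and 60.6% in the wild-type libraries, 64.6% in runx1 null 5 and 71.9% in runx1 null 6. Each of these shares had a 95% Wilson interval of at most 0.0142 percentage points on either side, which covers counting error only. The 20 genes with the most counts took 23.1%, 26.4% and 26.3% of the counts in the wild-type libraries and 26.02% in runx1 null 5, against 11.3% in runx1 null 6. Depth therefore differed little between the groups, whereas runx1 null 6 differed from the other 4 libraries in how its counts were spread over genes.

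The libraries did not group by genotype. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.859 for wild type 1 with 2, 0.924 for 1 with 3 and 0.801 for 2 with 3. It was 0.662 between the runx1 null libraries, below the 0.920 between wild type 1 and runx1 null 5 and the 0.848 between wild type 2 and runx1 null 6. A chi-square statistic of the counts was at least 154 per degree of freedom for each of the 10 pairs, so no library was a repeat of another. For each pair, the genes were counted that stood at least 4-fold above, or below, all of the other 3 libraries in both members, with the higher side of the comparison above 1 CPM in each of its libraries. The pair of wild type 2 and runx1 null 6 had 702 genes higher. The genotype pair, runx1 null 5 and 6, had 20 genes higher and 48 lower, and wild type 1 and 3 had 149 genes lower.

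**Figure D1:**
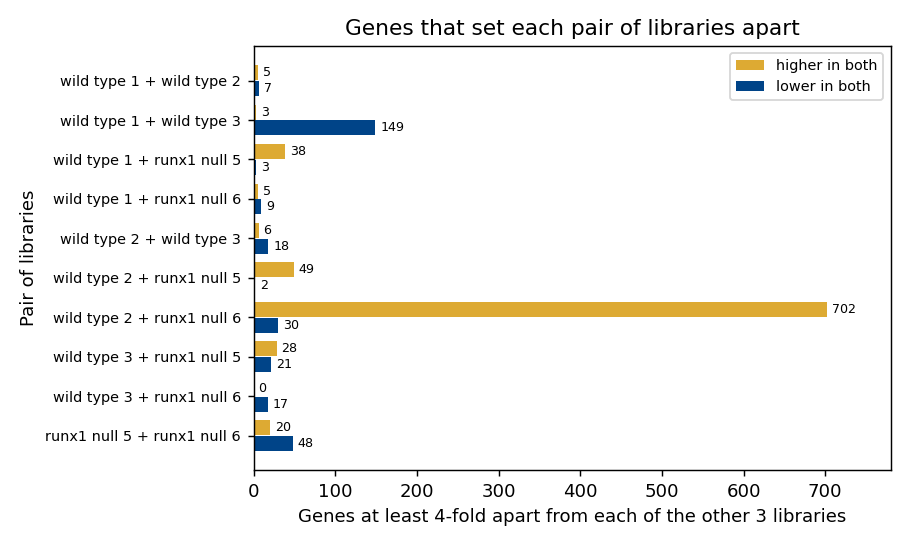
Number of genes that set each of the 10 pairs of libraries apart from the other 3 libraries by at least 4-fold. Each pair has a bar for genes higher in both members and a bar for genes lower in both; the 702 genes higher in wild type 2 and runx1 null 6 exceed the 20 higher and 48 lower genes of the genotype pair.

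The marker genes of other organs differed between libraries within a genotype. The oocyte gene zp3 stood at 0 CPM, 109 CPM and 0.151 CPM in wild type 1, 2 and 3, at 0.225 CPM in runx1 null 5 and at 628 CPM in runx1 null 6. The liver gene vtg1 stood at 16780, 59260 and 942 CPM in the wild-type libraries and at 28780 and 19340 CPM in runx1 null 5 and 6. The steroidogenic gene STAR, a marker of the interrenal gland that lies in the zebrafish kidney, stood at 1356, 0.361 and 0.415 CPM in the wild-type libraries and at 401 and 31.3 CPM in the null libraries. The tubule gene CDH17 stood at 190, 292 and 3.96 CPM in the wild-type libraries and at 1077 and 129 CPM in the null libraries. Wild type 2 and runx1 null 6 were thus a split that crosses the genotypes. With 1 library of each genotype on one side of it and 2 wild-type libraries and 1 null library on the other, no test was possible within either side, and the values within each side are given below where they bear on a comparison.

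The targeted gene came first. runx1, listed as RUNX1 (ENSDARG00000087646), had 139, 90 and 87 counts in wild type 1, 2 and 3, and 184 and 56 counts in runx1 null 5 and 6. This was 3.54 ± 0.469 CPM (SD, n = 3) in wild type and 3.77 ± 3.03 CPM (SD, n = 2) in the null group. The log2 fold change, null over wild type, was 0.09 with a standard error of 0.76 and an adjusted p-value of 0.963 in edgeR's quasi-likelihood test. The groups overlapped, and the level of RUNX1 counts therefore neither separated the genotypes nor checked the labels; counts over a whole gene do not show a deletion of 8 bp. The alternative that moved it most, scaling to nephron marker genes, gave a log2 fold change of -4.39, and limma voom with sample weights also gave a negative value, -0.32.

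Over all genes, 20386 passed the filter on low counts and were tested in edgeR. None had an adjusted p-value under 0.05, so 0 genes were higher and 0 lower in the null group, and the smallest adjusted p-value was 0.612. At an unadjusted p under 0.05 there were 890 genes, 644 higher and 246 lower, against 1019.3 that chance would give. The CPM values of both null libraries lay below all wild-type libraries for 3023 genes, 14.8%, and above them for 2273 genes, 11.2%, where chance gives 10% each way. The common biological coefficient of variation was 0.788. Counts were simulated with the spread of these libraries for 200 genes changed 8-fold, and the same test called 0 of them; with a dispersion of 0.04 it called 200 of 200. An 8-fold change of a single gene was thus not called by this edgeR test at the spread between these libraries, although the number of libraries alone did not prevent calls. The alternative that moved the count most was the DESeq2 Wald test, with 81 genes past the threshold, 29 higher and 52 lower. The gene with the smallest p-value in edgeR, chosen after its values were seen, was ENSDARG00000103750, listed under a clone name, at 150 ± 43.8 CPM (SD, n = 3) in wild type and 16.3 ± 4.50 CPM (SD, n = 2) in the null group, with a log2 fold change of -3.20 and the adjusted p-value of 0.612 that it shared with other genes.

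The RUNX and GATA2 family was examined as a list of its own. Of its genes, 6 passed the filter, and none passed an adjusted p-value of 0.05 in edgeR, over all genes or over the list alone. The gene gata2b (ENSDARG00000009094) had 7, 6 and 1 counts in wild type 1, 2 and 3, and 131 and 33 counts in runx1 null 5 and 6. This was 0.1531 ± 0.1001 CPM (SD, n = 3) against 2.587 ± 2.296 CPM (SD, n = 2), with a log2 fold change of 4.03 and a standard error of 1.099. Its adjusted p-value in edgeR was 0.612 over all genes and 0.0636 over the list, so the rise in both null libraries was not past the threshold. Between the libraries with high oocyte markers, gata2b was higher in runx1 null 6 than in wild type 2 by 1.87 on the log2 CPM scale. Among the rest it was higher in runx1 null 5 than the mean of wild type 1 and 3 by 4.68. With no overlap between the groups, the direction of gata2b on both sides was fixed beforehand. The wild-type counts of gata2b were close to the smallest level the depth can show.

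The groups overlapped for the other family members. The log2 fold change was -0.36 for GATA2 (ENSDARG00000059327), -0.60 for CBFB (ENSDARG00000040917), 0.18 for RUNX3 (ENSDARG00000052826) and 0.86 for runx2b (ENSDARG00000059233). Each was smaller than its standard error except that of runx2b, which was 0.75. Scaling to erythroid marker genes turned the signs of GATA2 and CBFB positive, and scaling to nephron marker genes turned those of RUNX3 and runx2b negative, as limma voom with sample weights did for RUNX3. Leaving out runx1 null 6 gave positive values for GATA2 and CBFB, 0.39 and 0.25, and leaving out runx1 null 5 gave -1.88 for RUNX3. RUNX2 had at most 3 counts in a library and was not tested.

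**Figure D2:**
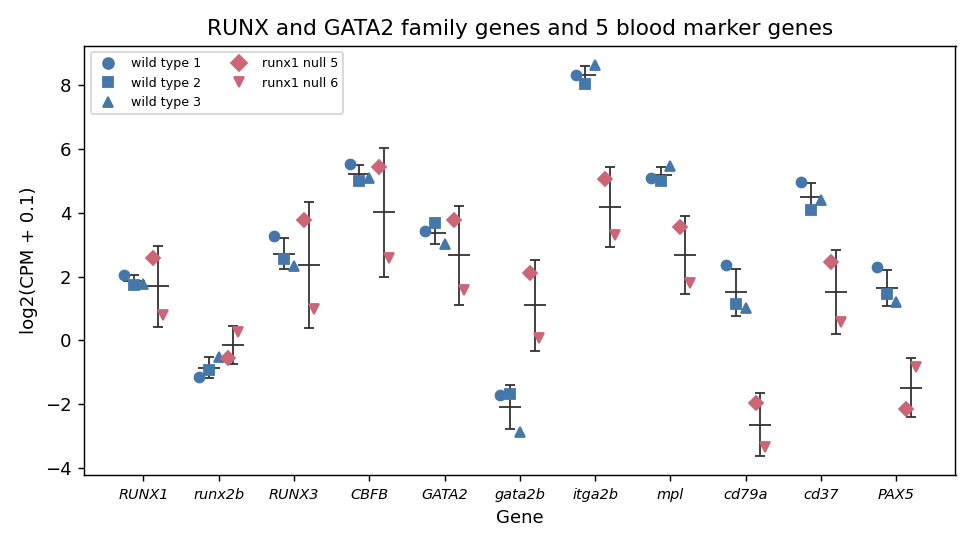
Expression of the 6 tested RUNX and GATA2 family genes and of 5 marker genes of thrombocytes and B cells, as log2(CPM + 0.1). Points are single libraries, horizontal lines are group means and bars are 1 SD (3 wild-type and 2 runx1 null libraries). gata2b lies higher in both null libraries than in every wild-type library, and itga2b, mpl, cd79a, cd37 and PAX5 lie lower; the groups overlap for RUNX1, RUNX3, CBFB, GATA2 and runx2b.

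Cell type composition was compared with 18 sets of marker genes, each tested as a whole against all other genes with camera at an inter-gene correlation of 0.01. By this test 8 sets passed an adjusted p-value of 0.05. The B-cell set had a median log2 fold change of -3.14 and an adjusted p-value from limma's camera of 2.52e-09, with 6 of 7 genes lower in both null libraries than in all wild-type libraries. The thrombocyte set had a median of -1.59 and an adjusted camera p-value of 1.26e-07, with 8 of 8 genes lower. Thrombocytes are the nucleated clotting cells of fish. The medians were -1.24 for the erythroid set, -1.54 for the neutrophil set, -1.06 for the macrophage set and -1.37 for the interferon-response set, with adjusted camera p-values of 0.00101, 0.00281, 0.00379 and 0.0473. The nephron set rose, with a median of 2.74 and an adjusted p-value of 6.21e-05. The proliferation set also rose, with a median of 2.01 and an adjusted p-value of 0.0122. The proliferation set did not pass with the ovary covariate, at an adjusted camera p-value of 0.215. Without wild type 3 this value was 0.1185, and with erythroid scaling it was 0.412. The interferon-response set lay close to the threshold. Its adjusted camera p-values were 0.0561 with upper quartile scaling, 0.0771 with nephron scaling and 0.0993 on the DESeq2 Wald statistics. They were 0.0646 with at least 10 counts in every library and 0.0763 without wild type 3. It passed under the other scalings, filters and models. With an inter-gene correlation estimated from the data, or with limma's fry, 0 sets passed, so the count of sets rests on the low fixed correlation.

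The per-library scores, which are mean log2 CPM over a set, separated the groups for the B-cell and thrombocyte sets and overlapped for the other 6 of these sets. The B-cell score was 3.28, 2.445 and 1.998 in wild type 1, 2 and 3, and 0.33 and -1.24 in runx1 null 5 and 6. The thrombocyte score was 7.08, 6.64 and 7.17 in the wild-type libraries, and 5.77 and 3.56 in the null libraries. The erythroid score was 9.92, 9.81 and 10.35 in the wild-type libraries, 9.81 in runx1 null 5 and 7.32 in runx1 null 6. The proliferation score was 7.72 in runx1 null 6 but 3.79 in runx1 null 5, within the wild-type values of 4.35, 5.80 and 2.62. The nephron score was 6.84 in runx1 null 5 but 3.81 in runx1 null 6, within the wild-type values of 3.84, 3.93 and -0.47. With 3 libraries against 2, an exact permutation test of a single score cannot give a p-value below 0.1.

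The differences were also taken within the split by oocyte markers. Between runx1 null 6 and wild type 2 the B-cell score differed by -3.69 and the thrombocyte score by -3.08. Between runx1 null 5 and the mean of wild type 1 and 3 they differed by -2.31 and -1.36. The B-cell and thrombocyte scores did not overlap between the groups. Their direction on both sides was thus fixed beforehand, and only the sizes add to the comparison. The erythroid score differed by -2.49 and -0.33 in these 2 comparisons, the neutrophil score by -2.98 and -0.22, and the macrophage score by -2.71 and -0.10. On the second side the neutrophil and macrophage scores of runx1 null 5 lay between those of wild type 1 and 3. The interferon score differed by -2.25 and 0.02, and the nephron score by -0.12 and 5.16, so neither kept its direction within both sides. The proliferation score differed by 1.92 and 0.31, and on the second side runx1 null 5 lay between wild type 1 and 3.

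**Figure D3:**
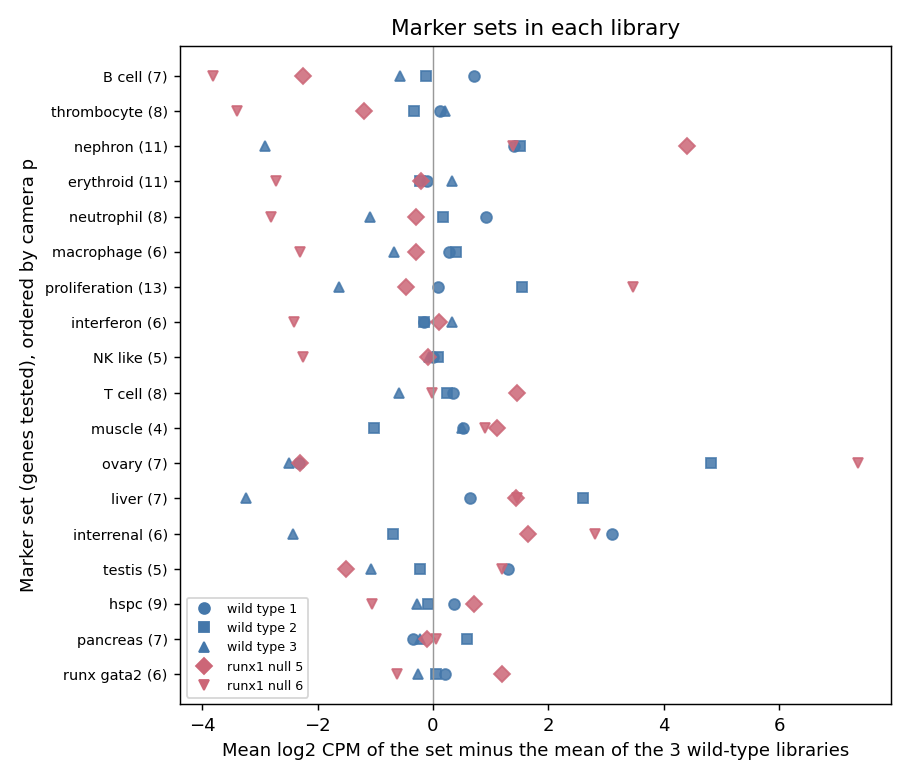
Mean log2 CPM of each of the 18 marker sets in each library, minus the mean of the 3 wild-type libraries. Points are single libraries and the number of genes tested is in parentheses; the B-cell and thrombocyte scores of both null libraries lie below those of all wild-type libraries, and the ovary set is high in wild type 2 and runx1 null 6.

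Single members of these sets were named by the rule given with the processing. None of them passed an adjusted p-value of 0.05 over all genes in edgeR. The thrombocyte gene itga2b (ENSDARG00000018687) had 10755, 7215 and 10256 counts in wild type 1, 2 and 3, and 1025 and 332 counts in runx1 null 5 and 6. This was 321 ± 63.8 CPM (SD, n = 3) against 21.3 ± 16.4 CPM (SD, n = 2), with a log2 fold change of -3.91 and a standard error of 0.73. In the DESeq2 Wald test its adjusted p-value was 0.000223. Within the split by oocyte markers, itga2b differed on the log2 CPM scale by -4.74 between runx1 null 6 and wild type 2. Between runx1 null 5 and the mean of wild type 1 and 3 it differed by -3.41. Its direction on both sides was fixed beforehand, because the groups did not overlap. Also lower in both null libraries were mpl (ENSDARG00000039222), at 36.6 ± 6.57 against 7.43 ± 5.72 CPM, and f13a1b (ENSDARG00000036893), at 179 ± 34.8 against 85.4 ± 37.9 CPM. Scaling to erythroid marker genes reversed the sign for f13a1b. Of the B-cell genes, cd79a (ENSDARG00000037473) stood at 3.01 ± 1.74 CPM in wild type and 0.0803 ± 0.114 CPM in the null group, where it had 5 and 0 counts. Its log2 fold change was -5.18, and its adjusted p-value in the DESeq2 Wald test was 0.00803. PAX5 (ENSDARG00000037383) had a log2 fold change of -3.41 and cd37 (ENSDARG00000075515) of -2.76, with no overlap between the groups. In the DESeq2 Wald test, mpl, f13a1b, PAX5 and cd37 did not pass, with adjusted p-values of 0.14, 0.468, 0.0518 and 0.0644.

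Among the erythroid genes, EPOR (ENSDARG00000090834), klf1 (ENSDARG00000017400) and gata1a (ENSDARG00000013477) were lower in both null libraries, with log2 fold changes of -1.81, -1.63 and -1.65. Of the macrophage genes, IRF8 (ENSDARG00000056407) and csf1ra (ENSDARG00000102986) were lower in both null libraries, with log2 fold changes of -2.11 and -1.44, and c1qb (ENSDARG00000044612) overlapped at -1.20. The neutrophil genes CSF3R (ENSDARG00000045959), npsn (ENSDARG00000010423) and mmp13a (ENSDARG00000012395) overlapped between the groups, at -1.73, -2.40 and -1.58. Of the nephron genes, NPHS1 (ENSDARG00000060758) was higher in both null libraries, at 3.51, and the tubule gene SLC22A2 (ENSDARG00000030530) overlapped at 2.51.

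The proliferation genes PCNA (ENSDARG00000054155), MCM2 (ENSDARG00000102798) and MCM5 (ENSDARG00000019507) were highest in runx1 null 6, with PCNA at 413 CPM there, 76.2 CPM in runx1 null 5 and between 59.9 and 124 CPM in wild type. Of the interferon-response genes, RSAD2 (ENSDARG00000004952) and IFIH1 (ENSDARG00000018553) were lower in both null libraries, with log2 fold changes of -1.70 and -1.34, whereas mxc (ENSDARG00000024789) was higher in both, at 1.49. Scaling to nephron marker genes reversed the signs of SLC22A2, PCNA, MCM2 and mxc. Leaving out runx1 null 6 gave negative log2 fold changes of -0.25, -0.91 and -0.76 for PCNA, MCM2 and MCM5, so the rise of these genes rests on that library.

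The other 10 sets did not pass an adjusted camera p-value of 0.05. The natural killer-like set came closest, at 0.0539 with a median log2 fold change of -0.39. The set of blood stem and progenitor cell markers had a median of -0.11 and an adjusted camera p-value of 0.621. The ovary set had the highest median of all sets, 3.11, with an adjusted camera p-value of 0.109, as its genes were high in 1 library of each genotype.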

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

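No paired analysis was possible because the genotypes share no replicate number. The alternatives with erythroid scaling, an ovary covariate, voom weights and shared marker names were chosen after seeing the data. Offsets for GC content and gene length, and a window around runx1 with the odds ratio for its chromosome, were not run: no build was stated, and the odds ratio has no value with 0 genes past the threshold.

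The count of genes with an adjusted p-value under 0.05 was 0 in edgeR, where 890 genes had an unadjusted p under 0.05, and stayed at 0 under each alternative except the DESeq2 Wald test. That test gave 81 genes, 29 higher and 52 lower in the null libraries, with 2021 genes at an unadjusted p under 0.05; the cause was not tested. Under the other scalings, filters and models, and the fits without a wild-type library, between 212 and 4377 genes had an unadjusted p under 0.05. The fits that each left out 1 wild-type library gave 0 genes past the threshold, and those that left out a null library leave 1 library in that group and give no test.

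Scaling moved the direction of whole gene lists. The median log2 fold change of all genes was 0.24 with TMM, -3.52 with nephron scaling, 2.001 with erythroid scaling, 0.07 with upper quartile scaling and 0.09 with the ovary covariate. Genes higher in the null group made up 72.4% of those with an unadjusted p under 0.05 in the reported fit, 0.472% with nephron scaling, 98.7% with erythroid scaling and 59.6% with the ovary covariate. Leaving out wild type 2 gave 90.3%, and leaving out wild type 3 gave 61.9%. The surplus of higher genes is thus no measure of direction here.

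The count of marker sets past the threshold, 8, was between 7 and 10 under the alternatives other than limma's fry and camera with an estimated correlation, which gave 0 and 0; between 6 and 8 of the reported sets were among them. The adjusted p-value of the B-cell set was then 0.469 with fry and 0.718 with the estimated correlation, against values from 3.26e-16 to 0.00402 under the other alternatives. The B-cell, thrombocyte, nephron, erythroid and neutrophil sets passed in each of those other fits.

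The log2 fold change of RUNX1, 0.09, reversed to -4.39 with nephron scaling and to -0.32 with voom, and ranged from -1.14 to 0.78 across the 5 fits that each left out one library. None of these passed the threshold. The nephron value came with a shift of all genes, and the cause of the voom value was not tested. Of the other results, 28 reversed in fits with a test. The 18 that did so with nephron or erythroid scaling came with the shift of all genes given above, and so show nothing about the single sets or genes. Of the other 10, the ovary set under the ovary covariate was fixed by that model, and for the rest the cause was not tested. With nephron scaling, the medians were -2.90 for T-cell, -3.44 for muscle, -0.64 for liver, -2.59 for pancreas and -4.43 for RUNX and GATA2 genes, and the log2 fold changes were -2.82 for runx2b, -4.46 for RUNX3, -0.75 for SLC22A2, -1.14 for PCNA, -0.51 for MCM2 and -2.56 for mxc. With erythroid scaling, the medians were 0.83 for natural killer-like, 0.17 for interrenal, 1.37 for testis and 1.24 for progenitor markers, and the log2 fold changes were 0.14 for CBFB, 0.60 for GATA2 and 0.56 for f13a1b. With the ovary covariate, the medians were -0.025 for ovary, 0.61 for interrenal and -0.14 for pancreas. With voom, they were -0.53 for RUNX and GATA2 genes, and RUNX3 was -0.74.

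Across the 3 fits that each left out one wild-type library, the medians ranged from -0.38 to 1.65 for liver, from -1.54 to 4.24 for interrenal, from -0.81 to 0.25 for testis and from -0.17 to 0.26 for progenitor markers. The interrenal set passed without wild type 1, at 4.24 and an adjusted camera p-value of 5.30e-07, against 0.512 in the reported fit. The liver set passed without wild type 2, at 1.65 and 0.00211, against 0.459. Each of these calls depends on leaving out a single library. RUNX3 ranged from -1.88 to 1.03 across the 5 fits that each left out one library. Fits without a null library have no test, and their signs also changed: without runx1 null 6, the log2 fold changes were 0.25 for CBFB, 0.39 for GATA2, -0.25 for PCNA, -0.91 for MCM2 and -0.76 for MCM5.

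Of the remaining changes, 25 were weaker and 17 stronger, and 14 values with no test moved by more than the replicate spread. gata2b kept its direction in each fit that tested it, from 1.49 with nephron scaling to 4.96 with erythroid scaling, with adjusted p-values from 0.0604 to 0.906; it was not tested with at least 10 counts in every library. itga2b also kept its direction, with adjusted p-values from 0.000223 to 0.906. Depth limits gata2b, which had at most 7 counts in a wild-type library, and RUNX2, which had too few counts to test. Depth does not limit itga2b, which had 332 counts in its lowest library. It passed in the DESeq2 Wald test. In edgeR, simulated genes changed 8-fold were not called at the spread between these libraries, which bears on this in part. A change as large as that of itga2b was not simulated, so why itga2b itself did not pass in edgeR was not tested directly.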

Other observations

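All tests in this part were chosen only after the patterns were seen, and 3 had their outcome set out before the result was computed: the second oocyte list, the splits under DESeq2 and the clone names in other splits. The design compares genotypes with 3 and 2 libraries, which make 10 splits, so no share of splits can be under 0.1.

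The genotype split was not the one that changed most. An unadjusted p under 0.05 in at least 890 genes was reached by 4 of the 10 splits of the 5 libraries, and at least 8 marker sets past an adjusted p-value of 0.05 by 5 of the 10 splits. Each of the 10 splits gave at least 4 sets, so camera at the fixed correlation passed sets of co-varying genes whichever libraries were set apart. In the DESeq2 Wald test, 5 of the 10 splits gave at least 81 genes. The split of wild type 2 and runx1 null 6 from the rest gave 2027 genes in DESeq2 and 646 in edgeR, and that of wild type 1 and 3 gave 1087 in DESeq2. The number of genes of the genotype split is therefore smaller than that of a split that follows ovary marker content. That split gave 5 sets, fewer than the 8 of the genotype split, which other splits reached. The other splits with at least 81 DESeq2 genes all kept wild type 2 and runx1 null 6 on the same side. Among the splits that part wild type 2 from runx1 null 6, the genotype split gave the most genes. It had 81 in DESeq2 against at most 23, and 890 unadjusted in edgeR against at most 420. It did not give the most sets, as setting wild type 2 and 3 apart gave 9. So few splits give no test. These counts do not bear on which genes the genotype split set apart.

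The 702 genes that stood at least 4-fold higher in wild type 2 and runx1 null 6 were tested against a second list of oocyte genes, which shares no gene with the ovary set. Of the 24 genes of this list that were tested, 22 were among the 702, or 91.7%, against 3.44% of all tested genes (Fisher's exact test, two-sided, p = 1.22e-30). The test counts genes that vary together as independent, so its p-value overstates the evidence. The list was also tested after the ovary set was known to be high in these libraries. The pattern is consistent with ovarian RNA in these pools. A hypothesis is that pieces of ovary came with the kidneys, and the proliferation genes, highest in runx1 null 6 and next highest in wild type 2, may share that source. With the ovary marker score as covariate, the median of the proliferation set fell from 2.01 to 0.495. The set then no longer passed, with an adjusted camera p-value of 0.215. A biological explanation by genotype has no support from this pattern, since it holds 1 library of each genotype.

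Lower thrombocyte markers in both null libraries were weighed against a smaller share of blood RNA. The thrombocyte score minus the erythroid score was -2.84, -3.17 and -3.18 in wild type 1, 2 and 3, and -4.05 and -3.75 in runx1 null 5 and 6. The gap between the groups, 0.568, exceeded the wild-type range of 0.344, so the erythroid share did not account for the gap of the whole set. Without itga2b and mpl the gap was 0.272, within a wild-type range of 0.426. Relative to the erythroid score, the rest of the set thus separated the groups by less than the wild-type spread. Both null values, -3.55 and -3.41, still lay below the wild-type values of -2.71, -3.12 and -3.14. The genes itga2b and mpl had the smallest p-values of the set in edgeR, so leaving them out narrowed the gap by choice. For the B-cell set the gap was 0.203, also within the wild-type range, of 1.71. With scaling to erythroid marker genes the medians were -1.63 for the B-cell set and -0.76 for the thrombocyte set, but the erythroid set itself kept a median of -0.40, so this scaling did not remove its fall. Since the genes with the smallest p-values were left out, these tests do not decide whether less blood RNA accounts for the rest of the thrombocyte set. In runx1 null 5, against the mean of wild type 1 and 3, the whole thrombocyte score differed by -1.36 and the erythroid score by -0.33. That thrombocyte score includes itga2b and mpl, and it is 1 library. For the B-cell set the values differed by library. In runx1 null 5, against the mean of wild type 1 and 3, the B-cell score differed by -2.31. The erythroid, neutrophil and macrophage scores differed by -0.33, -0.22 and -0.10, so the B-cell markers fell further there than these lineages. Relative to the erythroid score, the B-cell score of runx1 null 5 was -9.49, below the wild-type values of -6.65, -7.36 and -8.36. Its distance to wild type 3 was less than the wild-type range of 1.71, and it is 1 library. A smaller share of these lineages was therefore not excluded. In runx1 null 6, against wild type 2, the erythroid, neutrophil and macrophage scores also differed, by -2.49, -2.98 and -2.71 beside -3.69 for B cells. The natural killer-like score differed there by -2.34. The fall cannot be told apart there from a smaller share of RNA from these lineages. The T-cell and progenitor scores differed less there, by -0.26 and -0.97, and by 1.57 and 0.67 in the comparison of runx1 null 5. Not every blood marker set thus fell with the B-cell set.

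The gene itga2b fell further than the mean of the other thrombocyte markers tested. On the log2 scale, itga2b minus the mean of the other thrombocyte markers was 1.39, 1.58 and 1.63 in the wild-type libraries, and -0.83 and -0.32 in runx1 null 5 and 6. The gap was 1.71 and the wild-type range 0.239. Marker names shared by several IDs were not in this mean. Of these, THBS1 (ENSDARG00000010785) stood at 258, 289 and 332 CPM in wild type and at 64.3 and 14.4 CPM in the null libraries. Its log2 fold change was -2.90, so the size of the gap may depend on which markers were kept. Fewer thrombocytes would lower all of these markers alike only if the others come from thrombocytes alone, which was not tested; markers shared with other blood cells could leave such a gap. A hypothesis is that itga2b itself may depend on runx1 in these cells, or that the remaining cells with thrombocyte markers are of another stage. These data do not part these explanations, and reads lost to other alignments and a sequence difference between siblings were not tested. The gene was picked for its fall, so the gap overstates the contrast to an unknown degree.

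The rise of gata2b in both null libraries was weighed against 3 sources of RNA. Counts of gata2b per 1000 counts of nephron markers were 0.444, 0.427 and 2.26 in wild type 1, 2 and 3, and 1.37 and 2.79 in runx1 null 5 and 6, so the groups overlapped, with a gap of -0.891. The overlap rests on wild type 3, where the ratio comes from 1 gata2b count and 442 nephron counts; this makes the test weak. Kidney tubule RNA may account for part of the rise in runx1 null 5, which had the most nephron counts, 95500. It does not account for the rise in runx1 null 6, which had 11814 nephron counts and 33 gata2b counts, against 15785 and 14053 nephron counts and 7 and 6 gata2b counts in wild type 1 and 2. Per count of ovary markers, gata2b in runx1 null 6 was 0.733 times its level in wild type 2, so ovarian RNA could account for its counts there if all 6 counts of wild type 2 were ovarian. That is an upper limit, since wild type 1 had 7 gata2b counts beside 300 ovary counts, and the ovary covariate left the log2 fold change at 3.97. Ovarian RNA does not account for the 131 counts of runx1 null 5, which had few ovary counts. Relative to the progenitor markers, gata2b lay higher in both null libraries by a gap of 2.84, against a wild-type range of 1.26, so a larger share of these progenitor markers did not account for the rise. No single one of these 3 sources, as measured here, accounted for the rise in both null libraries. The nephron counts were a sum over all nephron markers, so parts of the nephron were not tested apart. NPHS1 of that set rose in both null libraries as gata2b did, with 18, 45 and 2 counts in wild type and 405 and 137 in the null libraries. RNA from a part of the nephron was therefore not excluded. A response of gata2b to the loss of runx1 is a hypothesis, and a part from ovarian RNA in runx1 null 6 was not excluded.

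Genes named after genomic clones recurred among the DESeq2 calls. Of the 25 such genes, 10 shared a clone with another call, where 10000 random draws gave a median of 0 and at most 8 (permutation p = 0.0001, the smallest that the draws can give). Chance neighbours therefore did not account for it. Sharing of a haplotype around the mutation would give such neighbours, but so would tandem genes that vary together. Among the 81 genes with the smallest p-values of other splits with at least 81 calls, up to 13 shared a clone, and 13, 10, 11 and 8 did so in the 4 splits. Neighbouring genes thus shared clones about as often in contrasts that cross the genotypes, which is consistent with co-varying neighbours in any contrast.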
